A study of Drosophila melanogaster with 10 samples.

How the data were processed

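The samples were 10 polyA-selected RNA sequencing libraries of larval brains, each from 25 brains dissected from wandering larvae, per the labels' protocols, which name a stranded mRNA library kit. Genotype, sex and replicate number were taken from the sample titles, and every count column was matched to a sample by the genotype, sex and replicate in its name; 0 columns were left unmatched.

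The authors counted read pairs per gene with featureCounts version 2.0.1, per the file headers, in paired-end mode over exons grouped by gene, with no strand option and no option for multi-mapping reads. Under that tool's defaults this gives unstranded counts of uniquely mapped pairs. The aligner is not stated. Gene coordinates in the deposited count table are on dm6, per the file headers. Unstranded counting means that a gene whose exons overlap another gene can lose or share reads, and 5346 genes overlap another gene's exons. Counting unique pairs alone removes most reads of identical copies such as the replication-dependent histone genes. The count table holds 16727 genes. No row in it names anything other than a gene. The names of 5 genes had been turned into dates by spreadsheet software and were restored from their positions. Names were matched to an annotation of the same build: 12494 names were in both on the same chromosome, and 12435 of these overlapped. FlyBase identifiers and exon overlaps are given where matched.

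A further table holds the authors' own comparison of yw over 12xWT. Per the file headers it gives, for each gene, a mean normalized count over libraries (a signal value), a log2 fold change with its standard error, and a p-value and an adjusted p-value. The deposited table's column names are those of DESeq; its version, design and filters are not stated, and its lowest mean normalized count is 9.78. It was used for comparison alone.

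Counts as deposited were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Genes were filtered with edgeR's filterByExpr over the 4 groups of genotype and sex, which left 11146 genes; the genes left out held at most 0.016% of a library's counts. Library sizes were scaled by TMM, with factors between 0.986 and 1.02, and the common biological coefficient of variation was 8.76%. The genotype effect (12xWT minus yw, 6 against 4 libraries) was tested with edgeR's robust quasi-likelihood test with sex as covariate and Benjamini-Hochberg adjustment at 0.05; the sex effect (5 against 5 libraries) came from the same model. The genotype effect within each sex and the interaction came from a model with a mean per group over all 10 libraries. CPM values are counts per 1 M of a library's total without TMM scaling. Standard errors of log2 fold changes were computed as the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. A fold change against a group with no library above 3 counts is given as a lower bound against 3 counts.

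Gene lists were tested with limma's camera on log CPM with a prior count of 2 and a preset correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment within 6 lists of the design (Hox, Polycomb target, Polycomb group, Trithorax group, histone variant, and histone mRNA processing and chaperone genes) and within 11 lists of composition and stress (DNA replication and cell cycle, p53 and DNA damage response, neuroblast, neuron, glia, eye disc, fat body, ring gland, salivary gland, antimicrobial peptide and heat shock genes); 6 genes (roX1, roX2, msl-2, Sxl, w and y) checked the labels. Of 289 genes written into these lists 287 were found in the table, 11 of them by an older symbol; E2f1 and ChAT had no unique match. Further lists of cuticle, muscle and imaginal disc genes were written later, before they were tested. Chromosomes were tested as 6 sets in the same way. Summed counts of replication-dependent histone genes were compared by a two-sided exact permutation test within sex. The groups, tests, lists, alternatives and the rule for named genes were fixed before the data were examined. The rule names, for the genotype and the sex effect, the 5 rising and 5 falling genes with the largest absolute log2 fold change among those with an adjusted p under 0.05, a mean of at least 1 CPM in the higher group and library values that do not overlap between the groups within each level of the covariate; 2699 genes qualified for the genotype effect and 172 for the sex effect. It also names the 5 genes with the smallest interaction p and any gene of the lists.

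The tests were tried on simulated data drawn from the real means and library sizes before use. With 300 genes changed, edgeR recovered 156 (52%) for the genotype effect, and 5.45% of its calls were false; the median error of the log2 fold change was 0.06. It recovered 84 of 200 genes for the sex effect, where the same 100 were among the 200. It recovered 140 of 200 in females, 243 of 300 in males and 86 of 100 for the interaction. In that order, 4.55%, 2.78%, 7.25% and 2.27% of its calls were false. DESeq2 recovered 162 of 300 for the genotype effect with 14.3% false calls, and 18.7% of its interaction calls were false. Each of these ran on 11146 genes. The genes changed were a far smaller share than the 33.4% called for genotype in the data, so these rates need not hold there.

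The alternatives were DESeq2's size factors, library size only, no expression filter, at least 10 counts in every library, a fit without robust estimation, DESeq2's Wald test, the replicate number as a block, a 2-fold requirement, no covariate, the libraries of a single sex alone, leaving out each library in turn, and for sets fry and an estimated correlation. Depth, at 52.02 to 79.92 M counts per library, limits the values of genes near 3 counts, or 0.0375 to 0.0577 CPM. The labels give no sequencing batch or date. GC content was not analysed here.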

Results

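Gene expression was measured by polyA-selected RNA sequencing in brains of wandering third-instar larvae of Drosophila melanogaster, the last larval stage before the pupa. The genotypes compared were yw, labelled as carrying 200 wild-type histone gene repeats, and 12xWT, labelled as carrying 12. A histone gene repeat is a block of DNA with a copy of each of the replication-dependent histone genes, which supply the histones that package newly made DNA. Each library came from 25 brains, of a single sex by label. There were 2 libraries of yw females, 2 of yw males, 3 of 12xWT females and 3 of 12xWT males, 10 libraries in all. Counts assigned to genes summed to between 52.02 and 79.92 M per library. Levels are given in counts per 1 M counts (CPM). A count of 0 allows a level of up to 0.0375 to 0.0577 CPM depending on the library, a limit that covers counting error only. Of 16727 genes in the count table, 15327 had at least 1 count and 11146 passed the expression filter and were tested. Levels are means ± SD over libraries, fold changes are 12xWT over yw, and coordinates are on the dm6 genome build.

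The white gene w (FBgn0003996, chromosome X, 2790599 to 2796466, minus strand), whose mutation gives the yw stock part of its name, checked the genotype labels. Its level was 0.134 ± 0.047 CPM (n = 4) in yw and 256.5 ± 27.3 CPM (n = 6) in 12xWT. The yellow gene y (FBgn0004034, chromosome X, 356509 to 361245, plus strand) had 0.580 ± 0.271 CPM (n = 4) in yw and 3.11 ± 0.395 CPM (n = 6) in 12xWT. In a principal component analysis of log CPM, the first component held 55.7% of the variance. On it, yw libraries lay between -40.41 and -32.9 and 12xWT libraries between 19.55 and 32.56. The second component held 9.1%. Replicate libraries of a group differed by more than sampling noise, with a chi-square per degree of freedom of 9.49 to 29.24 over pairs. That argues against repeated sequencing of the same library. It cannot tell separate pools of brains from separate preparations of the same RNA. Following their labels, all 10 were counted as separate samples.

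The main comparison asked how gene expression differs between the genotypes, 12xWT with few and yw with many histone gene repeats by label. Each repeat number came from a single genotype, so its effect cannot be told apart from other differences between the stocks. With sex as a covariate, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 1890 genes higher and 1832 lower in 12xWT, 33.4% of the genes tested. Most changes were small, with a median absolute log2 fold change of 0.25 among the called genes. Requiring at least a 2-fold change as well, the alternative that moved the counts most, left 473 higher and 163 lower. Without composition scaling, using library size only, 2112 genes were called higher and 1338 lower, which moved the share of higher calls from 50.8% to 61.2%.

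**Figure D1:**
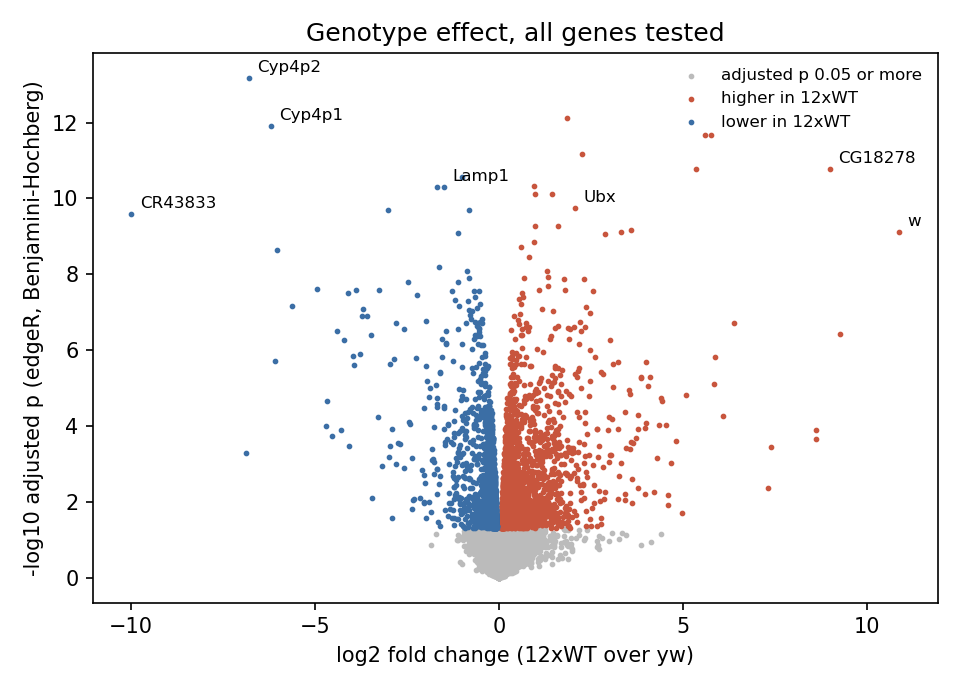
Log2 fold change of 12xWT over yw (x axis) against minus log10 of the edgeR Benjamini-Hochberg adjusted p (y axis) for the 11146 genes tested, each point a gene, with 1890 called higher in 12xWT in red and 1832 called lower in blue. The largest labelled changes are w at 10.88 and CR43833 at -9.98.

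The 5 largest rises among genes whose library values did not overlap between genotypes within either sex were in w, CR45214, CG18278, fdy and Su(Ste):CR42407. For w the log2 fold change was 10.88 (SE 0.19, edgeR, Benjamini-Hochberg adjusted p = 7.78e-10). CR45214 (chromosome 3R, 25266811 to 25270007, minus strand) had no count in any of the 4 yw libraries and 1.31 ± 0.106 CPM (n = 6) in 12xWT, at least 22.7-fold higher (edgeR, Benjamini-Hochberg adjusted p = 3.71e-07). It shares exonic sequence with RIOK2, and the counting used no strand information, so the source of its reads is uncertain. CG18278 (FBgn0033836, chromosome 2R, 13408042 to 13409887, minus strand) had at most 3 counts in any yw library and 12.5 ± 0.451 CPM (n = 6) in 12xWT, at least 217-fold higher (edgeR, Benjamini-Hochberg adjusted p = 1.67e-11). It shares exonic sequence with CG33470 and IM10. Both fdy (3022289 to 3024026, plus strand) and Su(Ste):CR42407 (FBgn0259838, 892743 to 894201, minus strand) lie on the Y chromosome. The level of fdy was 0.0248 ± 0.0386 CPM (n = 4) in yw and 11.1 ± 6.17 CPM (n = 6) in 12xWT, a log2 fold change of 8.61 (SE 0.88, edgeR, Benjamini-Hochberg adjusted p = 2.24e-04). Su(Ste):CR42407, one of a family of similar Y-linked copies between which reads can be shared, had at most 1 count in a yw library and 2.52 ± 1.42 CPM (n = 6) in 12xWT, at least 43.8-fold higher (edgeR, Benjamini-Hochberg adjusted p = 1.25e-04).

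The 5 largest falls were in CR43833, Cyp4p2, Cyp4p1, CG32572 and CG30002. CR43833 (chromosome X, 13755322 to 13756013, plus strand) had 35.3 ± 2.08 CPM (n = 4) in yw and 0.0352 ± 0.0367 CPM (n = 6) in 12xWT, a log2 fold change of -9.98 (SE 0.20, edgeR, Benjamini-Hochberg adjusted p = 2.60e-10), and shares exonic sequence with Pdcd4. The neighbouring cytochrome P450 genes Cyp4p2 (FBgn0033395, chromosome 2R, 9237512 to 9239831, plus strand) and Cyp4p1 (FBgn0015037, 9240041 to 9242139, plus strand) stood at 58.6 ± 2.87 and 17.3 ± 2.59 CPM (n = 4) in yw. They fell by 6.78 (SE 0.074, edgeR, Benjamini-Hochberg adjusted p = 6.65e-14) and 6.18 (SE 0.096, edgeR, Benjamini-Hochberg adjusted p = 1.23e-12) on the log2 scale. They are related copies, between which reads can be shared. CG32572 (FBgn0052572, chromosome X, 16721183 to 16726948, plus strand), which shares exonic sequence with CG34325, fell by 6.02 from 6.82 ± 1.96 CPM (n = 4) in yw (SE 0.22, edgeR, Benjamini-Hochberg adjusted p = 2.26e-09). CG30002 (FBgn0260474, chromosome 2R, 9704384 to 9706147, plus strand) fell by 5.62 from 6.70 ± 0.589 CPM (n = 4) (SE 0.26, edgeR, Benjamini-Hochberg adjusted p = 7.07e-08).

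Tested within each sex, the genotypes differed at 785 genes higher and 621 lower in 12xWT females, and at 1233 higher and 1105 lower in 12xWT males. With the 2-fold requirement these counts became 291 and 113 in females and 386 and 156 in males. The test of the difference between the sexes itself called 0 genes (smallest edgeR Benjamini-Hochberg adjusted p = 0.111), with 456 genes at an unadjusted p under 0.05. The 5 genes with the smallest p were baz, CG43921, Sik2, CG32521 and Obp56d. The log2 fold change of baz (chromosome X, 17160006 to 17200705, plus strand) was -0.72 in females and -1.25 in males. That of Obp56d (chromosome 2R, 19702924 to 19703915, minus strand) was 2.54 in females and -2.86 in males. The differences had an edgeR Benjamini-Hochberg adjusted p of 0.111 and 0.321. DESeq2's Wald test called 11 genes for this difference, among them these 5, edgeR without the expression filter called 3, and edgeR without 12xWT male replicate 3 called 3. The 12xWT female libraries carried male-limited transcripts, described below, and roX1, roX2 and msl-2 were lower in 12xWT males than in yw males. If pools were mixed in sex, sex differences would enter the within-sex effects and the test of their difference.

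The comparison of the sexes also checked the sex labels. With genotype as a covariate, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 71 genes higher and 116 lower in males. Of these 187 genes, 159 lie on the X chromosome, 51 of them higher in males. The alternative that moved these counts most was requiring at least a 2-fold change as well, with 16 and 10. The counts also depended on single libraries, and without yw male replicate 1 they were 17 and 27. The largest rises in males included the salivary gland secretion genes Sgs5 (chromosome 3R, 17595362 to 17596112, plus strand) and Sgs3 (chromosome 3L, 11512221 to 11513402, plus strand). Sgs5 had 1.60 ± 0.649 CPM in males and 0.274 ± 0.183 CPM in females (n = 5 each), a log2 difference of 2.56 (SE 0.50, edgeR, Benjamini-Hochberg adjusted p = 0.0371). Sgs3 had 3.40 ± 1.29 and 0.731 ± 0.360 CPM, a difference of 2.24 (SE 0.38, edgeR, Benjamini-Hochberg adjusted p = 0.0250). The others were roX1 at 2.14 (SE 0.32, edgeR, Benjamini-Hochberg adjusted p = 0.0247), brv3 (chromosome X, 2622069 to 2624575, minus strand) at 1.66 (SE 0.32, edgeR, Benjamini-Hochberg adjusted p = 0.0279) and FucTC (chromosome X, 23008766 to 23011303, minus strand) at 1.29 (SE 0.21, edgeR, Benjamini-Hochberg adjusted p = 0.0135).

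The largest falls in males were all X-linked: CR45668 (5882480 to 5899989) at -1.38, fs(1)M3 (5958207 to 5964247) at -1.34, snoRNA:Psi28S-1232 (6743675 to 6743815) at -1.21, CR44470 (2682829 to 2683845) at -1.16 and CG13361 (752011 to 753653) at -1.06. Their edgeR Benjamini-Hochberg adjusted p-values were 0.0135, 0.0143, 0.0371, 0.00944 and 0.0163. All but Sgs5, Sgs3, snoRNA:Psi28S-1232 and CG13361 among the named genes share exonic sequence with another gene. FucTC and CR44470 were called in every fit that left out a library, and the others lost the call in at least 1.

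The RNAs roX1 (chromosome X, 3857230 to 3862697, minus strand) and roX2 (chromosome X, 11579065 to 11580432, plus strand) and the gene msl-2 (FBgn0005616, chromosome 2L, 3462218 to 3466112, minus strand) belong to the machinery that raises X-linked transcription in males. For msl-2 the log2 fold change of males over females was 0.96 (SE 0.11, edgeR, Benjamini-Hochberg adjusted p = 0.0120). For the sex-determination gene Sxl (chromosome X, 7074550 to 7098056, minus strand) it was -1.0 (SE 0.12, edgeR, Benjamini-Hochberg adjusted p = 0.0120). The RNA roX2 was not called at 3.06 (SE 0.75, edgeR, Benjamini-Hochberg adjusted p = 0.136). It was called in the edgeR fit without robust estimation (Benjamini-Hochberg adjusted p = 0.0365) and by DESeq2's Wald test (Benjamini-Hochberg adjusted p = 0.00983). Every male library lay above every female library in roX1, roX2 and msl-2, and below every female library in Sxl. Among females, however, roX2 stood at 0.0769 and 2.88 CPM in yw and at 7.34, 15.1 and 9.29 CPM in 12xWT replicates 1 to 3. For roX1 the values were 308.1 and 446 CPM in yw and 584.9, 957.7 and 678.5 CPM in 12xWT. The 7 tested Y-linked genes summed to 0 and 0.0356 CPM in yw females, 0.105 and 0.260 CPM in yw males, 4.595, 17.56 and 4.297 CPM in 12xWT females and 19.3, 22.4 and 21.4 CPM in 12xWT males. The genotype effect of fdy and Su(Ste):CR42407 includes their signal in 12xWT females.

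**Figure D2:**
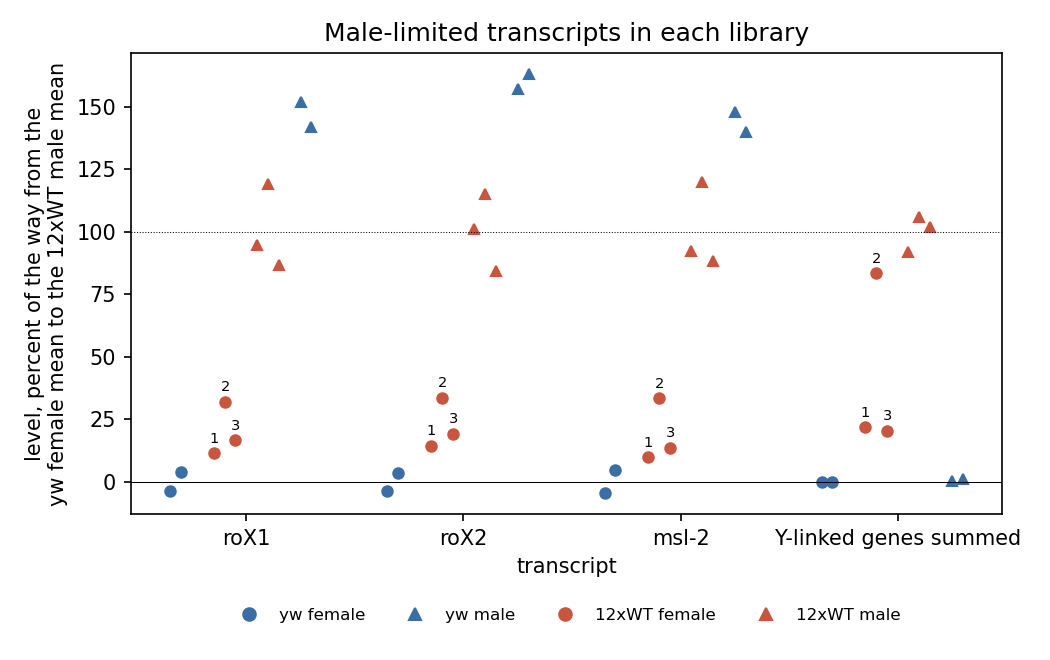
Levels of roX1, roX2, msl-2 and the sum of the 7 tested Y-linked genes in each library (points), as percent of the way from the yw female mean at 0 to the 12xWT male mean at 100; circles are females, triangles males, and numbers mark the 12xWT female replicates. The 12xWT female libraries stand at 9.84% to 33.6% for roX1, roX2 and msl-2 and at 20.4% to 83.5% for the Y-linked genes, and yw males are near 0 for the Y-linked genes.

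The title of the study concerns Polycomb function, so lists of genes around it were compared. Hox genes are classic targets of Polycomb repression. Of the 8 Hox genes, 1 was called higher in 12xWT and 0 lower, both over all genes tested and adjusted over the list alone. The called gene was Ubx (FBgn0003944, chromosome 3R, 16656623 to 16734426, minus strand), which shares no exonic sequence with another gene. Its level was 24.5 ± 2.42 CPM (n = 4) in yw and 104.8 ± 3.47 CPM (n = 6) in 12xWT, a log2 fold change of 2.08 (SE 0.053, edgeR, Benjamini-Hochberg adjusted p = 1.78e-10, and 1.91e-12 over the list alone). All 6 12xWT libraries, at 101.2 to 109.1 CPM, lay above all 4 yw libraries, at 21.0 to 26.6 CPM, and the log2 fold change was 2.17 in females and 1.99 in males. The neighbouring genes of the same complex, abd-A (chromosome 3R, 16807214 to 16830049, minus strand) and Abd-B (chromosome 3R, 16927210 to 16972236, minus strand), had log2 fold changes of 0.51 (SE 0.33, edgeR, Benjamini-Hochberg adjusted p = 0.277) and 0.65 (SE 0.43, edgeR, Benjamini-Hochberg adjusted p = 0.292). For Scr (chromosome 3R, 6823120 to 6849981, minus strand) the log2 fold change of 0.37 (SE 0.34, edgeR, Benjamini-Hochberg adjusted p = 0.442) rested on 12xWT male replicate 3, without which it was 0.03. Without the same library abd-A and Abd-B stood at 0.26 and 0.29. The remaining genes lab, pb, Dfd and Antp had log2 fold changes of 0.19, 0.0080, -0.07 and -0.09, none called. Without yw female replicate 1, Antp was called at -0.14 (edgeR, Benjamini-Hochberg adjusted p = 0.0218).

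**Figure D3:**
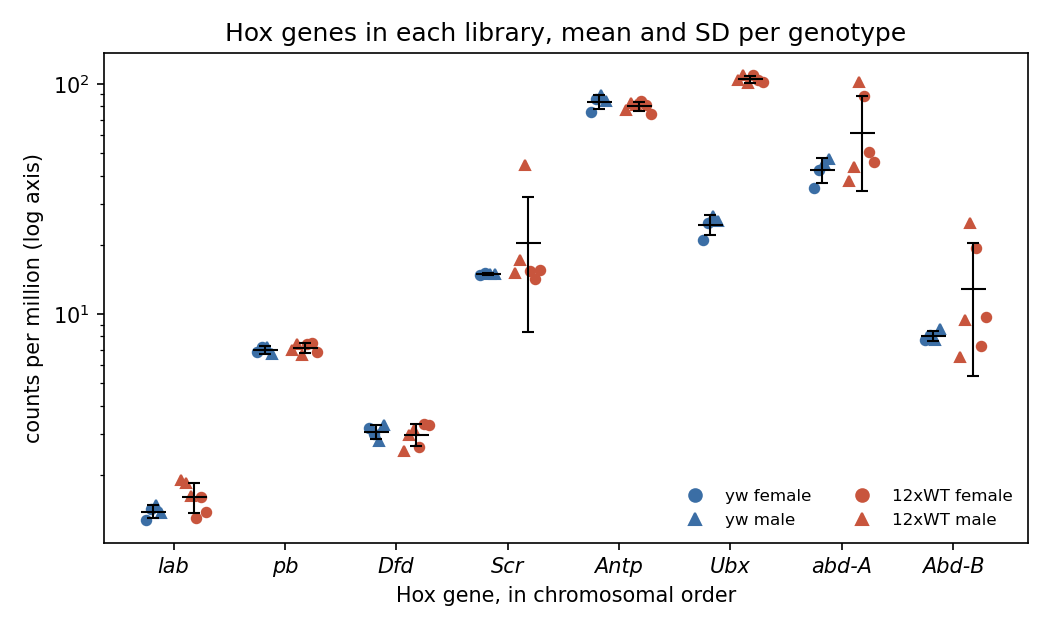
CPM (log axis) of the 8 Hox genes in each library (points; circles females, triangles males; blue yw, red 12xWT), with the mean and SD per genotype (n = 4 and 6). Ubx lies at 21.0 to 26.6 CPM in yw and 101.2 to 109.1 CPM in 12xWT, and 12xWT male replicate 3 stands at 44.61 CPM for Scr against 14.13 to 17.12 CPM in the other 12xWT libraries.

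As a set, the Hox genes were not called (limma camera, Benjamini-Hochberg adjusted p = 0.216 over 6 lists; median log2 fold change 0.28). Among 75 tested Polycomb target genes, 10 were called higher and 10 lower over all genes, and 8 and 10 adjusted over the list alone. As a set the list was not called (median 0.05, limma camera, Benjamini-Hochberg adjusted p = 0.552). Called higher were wg, pdm2, eyg, kni, knrl, Wnt6, Wnt10, pnr, Poxm and ac. The largest rises were Poxm at 2.68 (SE 0.90, edgeR, Benjamini-Hochberg adjusted p = 0.0446) and Wnt6 at 2.05 (SE 0.54, edgeR, Benjamini-Hochberg adjusted p = 0.0178). Poxm stood at 0.366 ± 0.313 CPM (n = 6) in 12xWT and lost its call over the list alone (edgeR, Benjamini-Hochberg adjusted p = 0.0566). Wnt6 was highest in 12xWT male replicate 3, at 4.36 CPM, against 0.645 to 1.97 CPM in the other 12xWT libraries. The yw libraries had 0.303 to 0.585 CPM of Wnt6. The genes called lower all changed less, between -0.31 and -0.11. The 25 Polycomb group genes, which encode the repressors themselves, were lower as a list (median -0.08, limma camera, Benjamini-Hochberg adjusted p = 0.00267), with 12 called lower and 1 higher over all genes and 14 and 1 adjusted over the list alone. Asx (chromosome 2R, 14503958 to 14512493, plus strand) fell by 0.22 (SE 0.029, edgeR, Benjamini-Hochberg adjusted p = 1.77e-04) and Kdm2 was the gene called higher, at 0.09 (SE 0.023, edgeR, Benjamini-Hochberg adjusted p = 0.00998). The 24 Trithorax group genes, which encode their antagonists, were also lower as a list (median -0.07, limma camera, Benjamini-Hochberg adjusted p = 0.00267), with 9 called lower and 0 higher both over all genes and adjusted over the list alone. Histone variant genes (5 tested, 2 called lower and 0 higher both over all genes and adjusted over the list alone) and genes for histone mRNA processing and histone chaperones (20 tested, 6 lower and 3 higher by both adjustments) were not called as lists, each with a limma camera Benjamini-Hochberg adjusted p = 0.216. The variants called were His2Av at -0.18 and His3.3B at -0.14. The setting that moved these set tests most was the correlation between genes. With a correlation estimated per list, none of the 6 lists was called, while by fry the Polycomb group, Trithorax group, Hox and histone variant lists were.

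Lists for cell composition and stress, 11 in all, asked which other programmes differed. Other groupings of the same libraries within each sex called a median of 4 and at most 9 of them, so these calls need caution. DNA replication and cell cycle genes were lower in 12xWT (median -0.11, limma camera, Benjamini-Hochberg adjusted p = 5.42e-04). Of 24 genes, 13 were called lower and 1 higher, and 16 and 1 adjusted over the list alone. Neuron genes (median -0.15, limma camera, Benjamini-Hochberg adjusted p = 0.00377, 7 of 12 lower by both adjustments) and neuroblast genes (median -0.18, limma camera, Benjamini-Hochberg adjusted p = 0.0166, 6 of 8 lower by both adjustments) were lower as well. Ring gland genes were higher (median 1.10, limma camera, Benjamini-Hochberg adjusted p = 0.00440, 6 of 8 higher by both adjustments). So were heat shock genes (median 0.74, limma camera, Benjamini-Hochberg adjusted p = 0.0150), with 4 of 11 called higher and 5 adjusted over the list alone. Antimicrobial peptide genes were higher (median 0.98, limma camera, Benjamini-Hochberg adjusted p = 0.0166), with 2 of 9 called higher and 5 adjusted over the list alone. With at least 10 counts required in every library 3 of these genes were left, and the list was not called (limma camera, Benjamini-Hochberg adjusted p = 0.476). The p53 and DNA damage response genes were higher too (median 0.09, limma camera, Benjamini-Hochberg adjusted p = 0.0264, and 0.0575 without yw male replicate 1), with 4 of 12 called higher and 1 lower by both adjustments. Single genes behind these values were Hsp70Bb, with 2.69 ± 2.81 CPM (n = 4) in yw and 28.4 ± 7.29 CPM (n = 6) in 12xWT, and AttB, with 0.195 ± 0.078 CPM (n = 4) and 1.10 ± 0.181 CPM (n = 6). Near-identical copies of Hsp70Bb can share its reads.

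Glia genes were not called as a list (median -0.17, limma camera, Benjamini-Hochberg adjusted p = 0.0571). Of 9 genes, 5 were called lower and 0 higher, and 5 and 1 adjusted over the list alone. The list was called without yw female replicate 1 and without 12xWT female replicate 1 (limma camera, Benjamini-Hochberg adjusted p = 0.0240 and 0.0275), and with library size only (0.0487). Fat body genes (7 tested, median 1.62), salivary gland genes (6 tested, median 0.23) and eye disc genes (6 tested, median 0.12) were not called, with limma camera Benjamini-Hochberg adjusted p-values of 0.186, 0.624 and 0.851, and 0 of their genes were called by either adjustment. Under an estimated correlation none of the 11 lists was called. By fry all 7 called lists and the glia list were.

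Because the genotypes can differ in chromosome composition, genes were also grouped by chromosome. The share of genes called was 36.5% on 2L, 37.4% on 2R, 32.3% on 3L, 31.3% on 3R, 30.1% on X and 17.7% on chromosome 4. None of the 6 chromosomes was called as a set. The smallest value was for the 96 genes of chromosome 4 (median log2 fold change -0.05, limma camera, Benjamini-Hochberg adjusted p = 0.130). Of the 6 sets, 1 had an unadjusted p under 0.05. Chromosome 4 was called in 3 of the 10 fits that left out a library: without yw female replicate 2 (0.0125), yw male replicate 2 (0.0381) or 12xWT female replicate 3 (0.0294). The setting that moved the chromosome sets most was fry, by which 2L, 3L and 3R were called.

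The replication-dependent histone genes, the genes whose copy number differs by label, were almost unmeasured here. The count table lists 23 His1, 20 His2A, 23 His2B, 23 His3 and 22 His4 genes. Together they had 28 counts in the 10 libraries, all in 1 of the 23 His2B genes: 7, 5, 7 and 8 counts in the yw libraries, 1 count in 12xWT male replicate 2 and 0 in the other 12xWT libraries. In CPM the sum averaged 0.119 in yw and 0.00317 in 12xWT (two-sided exact permutation test within sex, p = 0.01, the smallest that 100 arrangements allow). The His1, His2A, His3 and His4 genes had 0 counts and were not testable. Reads from near-identical copies do not map to a single place and were not counted, and the mRNAs of these genes lack polyA tails, so these values do not measure total histone mRNA.

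Genes beside the histone gene cluster (chromosome 2L, 21416953 to 21538720) were singled out after their values were seen. Of the 10 nearest tested genes, 4 changed at least 2-fold. Lamp1 (chromosome 2L, 21573389 to 21577103, plus strand) had 217.6 ± 6.82 CPM (n = 4) in yw and 79.2 ± 4.31 CPM (n = 6) in 12xWT, a log2 fold change of -1.48 (SE 0.036, edgeR, Benjamini-Hochberg adjusted p = 5.09e-11). On the other side, dtr (21361216 to 21367288, plus strand) fell by 1.69 (SE 0.17, edgeR, Benjamini-Hochberg adjusted p = 1.81e-05). CG8665 (21371227 to 21377995, plus strand) rose by 3.25 (SE 0.25, edgeR, Benjamini-Hochberg adjusted p = 2.01e-06) from 0.158 ± 0.0724 CPM (n = 4) in yw. Gr39b (21367908 to 21369706, minus strand) had at most 2 counts in any yw library and 0.344 ± 0.0722 CPM (n = 6) in 12xWT, at least 5.97-fold higher (edgeR, Benjamini-Hochberg adjusted p = 1.40e-05).

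**Figure D4:**
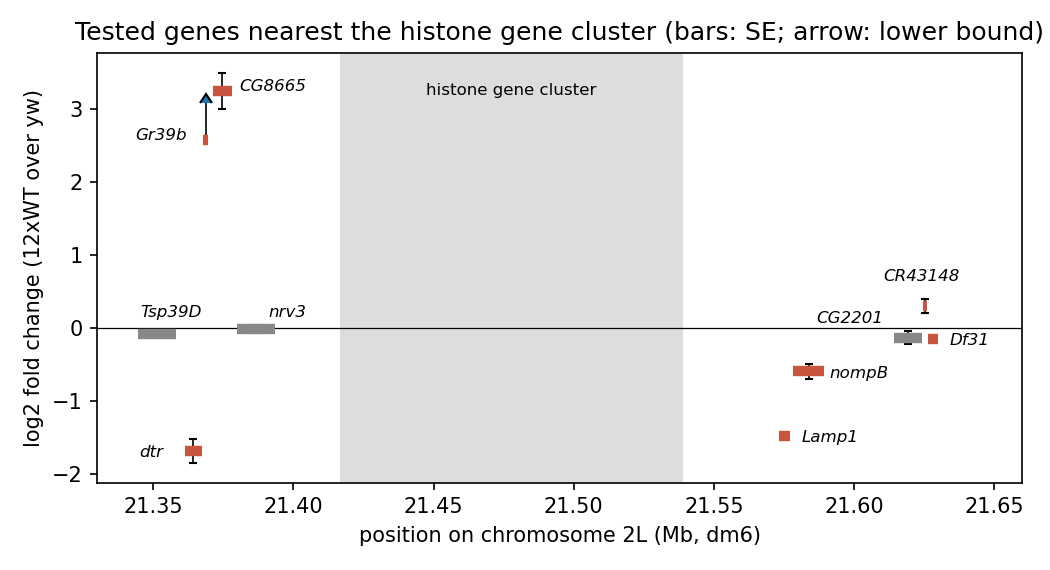
Log2 fold change of 12xWT over yw (y axis, bars SE) of the 10 tested genes nearest the histone gene cluster (grey band, chromosome 2L, 21416953 to 21538720), drawn at their dm6 positions in Mb (x axis); red genes had an edgeR Benjamini-Hochberg adjusted p under 0.05. CG8665 at 3.25 rose, dtr at -1.69 and Lamp1 at -1.48 fell, and Gr39b, near 0 counts in yw, is drawn at its lower bound of 2.58 with an arrow.

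The authors' deposited table gives their own comparison, as yw over 12xWT. It lists 10653 genes, of which 10637 have an adjusted p-value. The authors' deposited table has 1883 genes higher and 1739 lower in 12xWT at an adjusted p under 0.05. Over the 10621 genes tested in both, the log2 fold changes, with the sign of the authors' deposited table turned, had a Spearman rho of 0.998 across genes, which are not independent replicates. In both, 3262 genes were called, all 3262 in the same direction. Another 357 were called only here and 359 only in the authors' deposited table. For Ubx the authors' deposited table gives a log2 fold change of -2.08 (SE 0.064) with an adjusted p of 4.12e-226.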

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

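Of the tests in this part, those on the source of male-limited transcripts (male brains alone, cross-talk, swapped labels) and on fat body genes were chosen only after the result was seen. Over 67 groups of library values, 3 had a library farther from the others than Dixon's critical value allows, and chance gives about 3.4.

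Y-linked transcripts appeared in female libraries of 12xWT, where females carry no Y chromosome in a standard stock. The 7 tested Y-linked genes summed to 4.595 CPM in 12xWT female replicate 1, 17.56 CPM in replicate 2 and 4.297 CPM in replicate 3, against a mean of 0.0178 CPM in yw females. In the same libraries roX1, roX2 and msl-2 were raised over yw females. Expressed as the share of the way from yw females to 12xWT males, roX1, roX2 and msl-2 gave 9.84% to 14.4% in replicate 1, 32% to 33.6% in replicate 2 and 13.6% to 19.2% in replicate 3, while the Y-linked genes gave 21.8%, 83.5% and 20.4%. Exchanged sex labels are argued against, since the highest roX2 level of a 12xWT female library was 42.4% of the lowest 12xWT male library. Cross-talk between all libraries of the run is argued against as well, since w in the yw libraries reached at most 0.0681% of its 12xWT mean. Male brains in the female pools may explain part of the signal: among 88 genes chosen for a sex difference in yw replicate 1, the median log2 sex difference was 0.24, -0.03 and 0.22 in 12xWT female replicates 1 to 3, and 0.45 in yw female replicate 2. Replicate 2, with the most Y-linked signal, lay -0.2526 from the lower of the other 12xWT females. Over the 40 X-linked genes among the 88, the medians were 0.36, 0.18 and 0.30 in replicates 1 to 3 and 0.47 in yw female replicate 2. Replicate 2 was again lowest but kept part of the sex difference. As the only source, male brains would give Y-linked genes and the other markers the same share. In replicate 3 the gap to the median share of the other markers was 3.78 percentage points, within their range of 5.59. By these markers male brains may be its only source. This test first joined replicates 1 and 3 under a fixed limit. The replicates were taken apart and the limit replaced by the range after that result was known, which changed the verdict for replicate 3. In replicate 2 the gap was 50, which argues against male brains as the only source there. The gap in replicate 1 was 10.3, beyond the range of the markers (4.59) and just beyond that of the markers in yw females (9.24). Sxl, left out of these shares, stood at 578.1, 533.7 and 609.3 CPM in replicates 1 to 3. It was at 764.7 and 707.2 CPM in yw females and at 262.5 to 355.2 CPM in 12xWT males. In each replicate Sxl thus lay farther toward the male level than roX1, roX2 and msl-2, so replicates 1 and 3 do not decide the question. A further source of Y-linked RNA, such as females that carry a Y chromosome in the 12xWT stock, was not tested and stays open.

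The Y-linked genes were also near 0 in yw males, at a mean of 0.183 CPM against 21.03 CPM in 12xWT males, so the Y chromosomes of the stocks or the activity of these genes differ. The males differed in the other direction for roX1, roX2 and msl-2: 12xWT males stood at 72%, 63.2% and 82% of yw males. Over 40 X-linked genes chosen for a sex difference in yw replicate 1, the 12xWT males lay toward the female side of yw male replicate 2 by a mean log2 shift of -0.11, at percentile 5.03 among 10000 random sign draws, and the 12xWT females toward the male side of yw female replicate 2 by 0.0701, at percentile 96.17. Mixed pools in either sex and a weaker sex difference in 12xWT cannot be told apart with these values, since the reference on each side is a single yw library and a change of genotype moves X-linked genes too.

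Scr stood at 44.61 CPM in 12xWT male replicate 3, against 14.13 to 17.12 CPM in the other 5 12xWT libraries. The same library was highest for abd-A (102.3 CPM) and Abd-B (24.85 CPM), followed by 12xWT female replicate 1 (88.89 and 19.38 CPM), in which Scr was at 15.44 CPM. Neighbouring tissue carried along with some brains may account for these values. The medians of fat body, cuticle, muscle and imaginal disc genes were raised in both libraries over the mean of the other 12xWT libraries of the same sex: the lower of the 2 percentiles among 10000 random lists matched on expression was 100, 100, 99.99 and 99.72. The median log2 rises in male replicate 3 and female replicate 1 were 1.59 and 1.74 for 7 fat body genes, 1.11 and 0.91 for 9 tested cuticle genes, 0.50 and 1.51 for 11 muscle genes, and 0.22 and 0.12 for 8 disc genes. Not every gene followed: over each of the other 12xWT libraries of the same sex, 3 fat body, 8 cuticle, 9 muscle and 4 disc genes were higher in male replicate 3, and 6, 8, 9 and 4 in female replicate 1. Fbp1 stood at 249.1 and 73.92 CPM in these libraries and at 117.9 CPM in 12xWT male replicate 1, while Lsp1alpha, Lsp1beta and Lsp1gamma were higher in male replicate 1 (23.23, 67.59 and 79.02 CPM) than in male replicate 3 (14.45, 49.2 and 71.81 CPM). The most abundant fat body gene, Rfabg, was lowest of the 12xWT males in replicate 3, at 733.6 CPM. Scr, abd-A and Abd-B were not raised in male replicate 1, so fat body alone does not track them. Brains express many of these genes too: 1 of the 7 fat body, 3 of the 9 cuticle, 3 of the 11 muscle and 7 of the 8 disc genes were over 5 CPM in every library, so the disc value is weak evidence. Whether carried tissue brought Scr, and which one, was not resolved, and causes other than carried tissue were not tested.

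Total counts were 79.92 M in 12xWT male replicate 1, the deepest library, against 52.52 to 57.34 M in the other 12xWT libraries. Depth is scaled in every fit; without this library 1808 genes were called higher and 1660 lower in 12xWT. No biological explanation was tested.

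The level of Su(Ste):CR42407 was 0.01626 CPM in yw male replicate 2 and 0 in the other 3 yw libraries. The value is 1 count, under the 3 counts that a 0 allows, so it carries no difference. No biological explanation was tested.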

How the results depend on the processing

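The numbers in the sample titles did not pair the libraries: of 13 same-numbered pairs 1 had a correlation of deviations over 0.1 (range -0.172 to 0.104). With the replicate number as a block, 1361 genes were called higher and 1216 lower in 12xWT, 401 lower in females, 679 lower in males, and 38 and 54 for sex; the Polycomb target list changed its direction (0.985), and the histone sum gave an exact permutation p of 0.02. The block spends degrees of freedom; the cause was not tested further.

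The 2-fold requirement, which by construction removes small changes, left 473 higher and 163 lower for genotype, 291 and 113 in females, 386 and 156 in males, and 16 and 10 for sex. DESeq2's Wald test called 112 and 216 genes for sex and 11 for the interaction; without an expression filter the interaction gave 3. In the simulated data DESeq2 made more false calls (18.7% for the interaction against 2.27%), which bears on that difference; otherwise the cause was not tested.

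With an estimated correlation between genes, 0 design and 0 composition lists were called, and the Polycomb group and Trithorax group lists had adjusted p-values of 0.518; their range over the other alternatives was 0.00153 to 0.0179. By fry, which tests a list without reference to other genes, 4 design lists and 3 chromosomes were called, the histone variant list at 0.046 and the Hox list at 0.000113, and chromosome 2R changed its direction (0.171). The eye disc list changed direction with library size only (0.983).

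Leaving out each library in turn gave 17 to 75 genes higher and 27 to 123 lower in males, with the lowest counts without yw male replicate 1; 0 to 3 genes for the interaction, with 3 without 12xWT male replicate 3 and 1 without 12xWT male replicate 2; and 0 to 1 chromosomes. Fewer libraries explain part of the loss; the cause was not tested further. The genotype effect stayed within 1410 to 1879 higher and 1276 to 1756 lower. Near 0, pb changed sign in 4 fits (0.0316 down to -0.0093, with -0.0075, -0.0087 and -0.0033), the eye disc list in 4 (adjusted p 0.755, 0.963, 0.804 and 0.92, from 0.478 over all fits) and the salivary gland list in 1 (0.962, from 0.252). Ubx was called with the same direction in every listed alternative fitted over both sexes and in every fit without a library. Its log2 fold change in these fits was 2.01 to 2.11.

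Counting those already named, single-gene results became weaker 47 times and stronger 3 times when a library was left out. Under other alternatives they became weaker 10 and stronger 10 times. For the same 2 kinds of setting, composition and stress lists and chromosomes became weaker 1 and 8 times and stronger 5 and 5 times. The weaker single genes were bxd and the sex genes Sgs5, Sgs3, roX1, brv3, snoRNA:Psi28S-1232, CG13361, fs(1)M3 and CR45668.

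Depth limits the replication-dependent histone genes, with 28 counts in all, and genes near 3 counts per library; no fit in females without a yw female library, or in males without a yw male library, was made, because 1 library would remain.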

Other observations

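Of the tests in this part, all those on Ubx, on the genes beside the histone gene cluster and on expression level among Polycomb targets, and that of further libraries in the authors' fit, were chosen only after the result was seen.

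Other splits of the libraries gave far fewer genes than the genotypes. Of the 100 splits within sex, the real one included, 1 gave as many genes as the genotype effect, itself; the largest other split gave 126 and the median split 0. For the sex effect, 1 of the 60 splits within genotype gave as many genes, again the real one, with at most 121 in another. Every other split mixes the groups compared, which widens the spread within them and can itself lower these counts. Set tests with a preset correlation were much less selective: 50 of the 100 splits called as many of the 6 design lists, 6 of the 100 called as many of the 11 composition and stress lists, and 57 of the 100 gave as small a p for a chromosome. The Polycomb group and Trithorax group lists were both called lower in 21 of the 100 splits, the real one included. Many splits keep part of the real grouping, so this count cannot separate a genotype effect from a grouping unrelated to genotype. Such a grouping is not ruled out for these calls.

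Against random lists matched on expression and gene length, the Polycomb group list lay at percentile 0.41 and the Trithorax group list at 1.81, so a trend with expression and length is argued against as the whole cause of their lower medians. Matching does not remove correlation between genes, and the splits address that only in part. The DNA replication and neuron lists lay at percentile 0, the Hox list at 94.2 and the Polycomb target list at 80.8. Whether the lower levels reflect a smaller share of some cell types or a change within cells was not tested.

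Polycomb targets of low expression may behave apart from the others. Split at the list's median level of 9.8 CPM over all libraries, 30 of the 37 genes under it were higher in 12xWT, with 9 called higher and 1 lower and a median log2 fold change of 0.38; of the 38 at or above it, 14 were higher, with 1 called higher and 9 lower and a median of -0.03. The low group's median lay at percentile 99.84 among random lists matched on expression, against a trend with expression level. With the fat body level as a covariate its median was 0.15 at percentile 88.02, with 2 called higher and 0 lower. Carried tissue and release of silenced genes cannot be told apart here, since the covariate itself differs between genotypes.

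Carried fat body was also tested for the genotype effect as a whole. With the fat body level as a covariate 62.3% of the 3722 calls were kept in the same direction, so it is argued against as the cause of most of them. The log2 fold change of Ubx was 2.13 in that fit.

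The rise of Ubx was even over the 12xWT libraries: the highest was 1.08 times the lowest, against 3.16 for Scr, 2.71 for abd-A and 3.82 for Abd-B, which argues against tissue carried along in some libraries. More ventral nerve cord in the 12xWT samples is argued against by Antp, expressed in adjoining segments of the cord, with a log2 fold change of -0.0911. Reads of overlapping genes are argued against, since 0 genes share exonic sequence with Ubx. A local difference between the stocks stays open: of the 10 nearest tested genes, 2 were called higher in 12xWT, CG14907 at 0.85 (edgeR, Benjamini-Hochberg adjusted p = 7.88e-06) and bxd at 0.78 (edgeR, Benjamini-Hochberg adjusted p = 0.0488), which is too few to tell from the share of all genes. The bxd call was lost in 8 of the 10 fits that left out a library, with adjusted p-values up to 0.153. Raised but not called were modSP at 0.94, Abd-B at 0.65, iab-8 at 0.57, iab-4 at 0.54 and abd-A at 0.51. The remaining neighbours, CG10324, Cctgamma and CG14906, lay between -0.09 and -0.02. Release of Polycomb repression at Ubx is a hypothesis that these tests leave open and none of them tested directly.

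Genes beside the histone gene cluster may differ between the stocks for local reasons. Of the 10 nearest tested genes 4 changed at least 2-fold, which 1.09% of 11080 windows of 10 neighbouring genes matched or exceeded, while 5.71% of all genes changed that much. A deletion or insertion at the cluster in the 12xWT stock, or different stretches of chromosome around it, are candidate explanations, and the change in histone supply itself is another that this test does not separate.

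Strongly changed genes also lay next to each other elsewhere. Among neighbouring tested genes, 95 pairs changed at least 2-fold in the same direction, against a median of 19 and a highest of 41 in 10000 shuffled gene orders (permutation p = 1e-04, the smallest they can give). Independent changes at single genes are argued against. Shared regulation of neighbours, overlapping reads and local sequence differences between the stocks stay open.

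The authors' mean normalized counts point to a fit with more libraries than these 10. Among 21 genes at least 8-fold higher in yw, the ratio of the mean in the authors' deposited table to the mean over these libraries had a median of 0.67, as if the same yw libraries were averaged over about 14.9 libraries; among 25 genes at least 8-fold higher in 12xWT it was 1.16, and among 4564 genes equal within 0.1 on the log2 scale it was 1. The quartiles were 0.65 and 0.703 for the genes higher in yw, and 0.964 and 1.22 for those higher in 12xWT. Single genes departed from this, since the full ranges were 0.626 to 1.44 and 0.632 to 1.32, with CG32572, higher in yw, at 1.44. Another counting of the same 10 libraries is argued against, since for most of these genes the ratio depends on the genotype that expresses the gene. Further libraries in that fit are consistent with the values but were not analysed here.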
